A study of Arabidopsis thaliana with 15 samples.

How the data were processed

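Small RNA was sequenced from rosette leaf material of Arabidopsis thaliana grown on soil for 6 weeks under 9-h days, per the labels' protocols. RNA came from whole leaf tissue (total RNA), from extracellular vesicles (EV) collected from apoplastic wash fluid, and from the wash fluid left after the vesicles were removed (supernatant). Col-0 is the wild type. The dcl234 triple mutant lacks the Dicer-like proteins DCL2, DCL3 and DCL4, which make most small interfering RNAs. There were 3 libraries per fraction in Col-0 and 2 per fraction in dcl234, 15 libraries in 6 groups. RNA was extracted with Trizol and libraries were made with a NEBNext kit, per the labels' protocols.

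Each deposited file held a list of distinct read sequences of 10 to 34 nt and the raw count of each, with no header, no coordinates and no genome build. The counts were whole numbers and summed to a different total in each file. Adapter trimming, quality filters and the removal of any reads by the authors were not stated in the labels. The deposited counts were used as they stood.

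Every sequence was matched exactly to both strands of the TAIR10.1 assembly, which the files do not name, with a program written for this purpose that looks up 12-nt seeds. On simulated reads it matched 5000 of 5000 genome substrings and 2 of 5000 random sequences. A read with several matches was assigned in the order rRNA, tRNA, snRNA and snoRNA, miRNA, other nuclear gene, chloroplast, mitochondrion and unannotated nuclear sequence. Mature spliced tRNA sequences ending in CCA were added as 260 contigs. The nuclear large-subunit rRNA has no entry in the annotation, so the 3800 nt after each nuclear 5.8S gene were counted as rRNA. In total RNA, the number of positions with 24-nt reads fell from 205 in the bin from 3201 to 3600 nt after the chromosome 3 5.8S gene to 26 in the next bin. Each sequence was also matched after being reversed without complementing, which gave the rate of chance matches. At 12 nt, 80.8% to 93.9% of reversed reads matched, and at 18 nt at most 0.600% did, so reads of 10 to 13 nt are not used for statements on origin.

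A tiny RNA was a read of 10 to 17 nt, and its share was taken over all reads of the library. Differences in mean share were tested with exact two-sided permutation tests, within genotype where both genotypes were pooled. With 3 libraries against 3 the smallest p such a test can give is 0.1, with 2 against 3 it is 0.1 and with 2 against 2 it is 0.333. Mature miRNA counts were reads identical to any of 350 distinct mature sequences in the annotation. Sequences of 20 to 24 nt and of 10 to 17 nt entered the tests with at least 3 reads in at least 2 libraries. These counts were tested with edgeR 4.0.16 (quasi-likelihood test, TMM scaling, library size set to all reads, filterByExpr with a minimum count of 10) in R 4.3.3, with Benjamini-Hochberg adjusted p under 0.05 as the threshold. Only the groups compared entered each fit. Each SE of a log2 fold change was computed back from the test, as the absolute change divided by the square root of its F statistic.

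Simulated counts with known 32-fold changes were tested in the same way. At the dispersion of the real libraries, 16 of 20 changed miRNAs among 110 were recovered with 0 false calls, and 153 of 200 changed sequences of 10 to 17 nt among 29610 were recovered with 8 false calls. For 20 to 24 nt sequences in EV against total RNA only 1 of 200 among 42076 was recovered at the real dispersion of 0.902, and 153 of 200 at a dispersion of 0.1. The simulations changed few features, gave all features the same dispersion and held no shift between fractions in the rest. In the real comparison of 20 to 24 nt sequences most features passed, so this recovery does not measure power there.

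The alternatives were other denominators, other length limits, each distinct sequence counted once, other scalings (RLE, total reads only), DESeq2 1.42.0, other count minimums, the replicate number as a block, a GC correction, all 15 libraries in one fit, miRNA reads of 20 to 22 nt near the mature end, and each replicate left out in turn. They were chosen before the data were examined. Leaving out poly-G reads (at least 80% G), the share of 15 to 17 nt among genome-matched reads of at least 15 nt, and crossed replicate numbers were added after seeing the data. The labels number the replicates within each fraction and genotype, and the pairing of fractions by number comes from there.

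Named miRNAs followed a rule written before the data were examined. In each comparison of fractions in Col-0 they were the 3 with the largest rise and the 3 with the largest fall past the threshold, with at least 50 reads per library on average and with every library of one group above every library of the other in RPM. The same rule with 2 and 2 held for the genotype comparisons and for tiny sequences. Tiny sequences are described by length and class and not printed, since the origin of so short a read cannot be assigned. Sequences that may come from another organism are not printed. Near matches were searched with bwa 0.7.19 (1 mismatch, whole genome) and by a seeded ungapped search (2 to 4 mismatches, rRNA).

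Library depth ran from 8206661 to 76359061 reads. The smallest share that depth could show, set at 3 reads, ran from 0.0393 to 0.366 RPM. Reads carry no molecular identifiers, so such floors cover counting error only. The third Col-0 EV replicate changed its closest relative among the other Col-0 EV libraries between 17 and 18 nt. So did the first Col-0 EV and the third Col-0 supernatant replicate, with smaller changes in the gap between correlations (0.228 and 0.268, against 0.398). Tiny RNA shares and several edgeR counts are given with and without the third Col-0 EV replicate, and other values, such as read class shares, only with it.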

Results

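Small RNA libraries from leaf total RNA, apoplastic supernatant and extracellular vesicles were compared in Col-0 and in the dcl234 triple mutant. The series addressed which small RNAs vesicles carry, and in particular whether reads of 10 to 17 nt, called tiny RNAs, are enriched there. The Col-0 total RNA libraries held 36668264, 12779448 and 20162531 reads. The Col-0 supernatant libraries held 32001134, 18705876 and 17400448 reads. The Col-0 EV libraries held 8206661, 15607554 and 12453316 reads. The dcl234 libraries held 76359061 and 33066486 reads in total RNA, 35184031 and 27821770 in supernatant, and 18283339 and 18136577 in EV.

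The mutant genotype was examined first in total RNA. The share of 24-nt reads was 24.3% ± 5.796 (SD, n = 3) in Col-0 and 6.41% ± 0.270 (SD, n = 2) in dcl234. Reads of 21 nt from the TAS1 to TAS4 loci, which give rise to trans-acting siRNAs, made up 1.496% ± 0.427 (SD, n = 3) of Col-0 reads and 0.0558% ± 0.0117 (SD, n = 2) of dcl234 reads. Each difference separated all libraries of one genotype from all of the other, and the exact two-sided permutation p was 0.1 for both, the smallest that 2 libraries against 3 allow (Benjamini-Hochberg adjusted p 0.2 over 10 genotype comparisons, exact test). TAS1C (AT2G39675, chromosome 2, 16537288 to 16538277, TAIR10.1) gave 8482 ± 3180 RPM in Col-0 and 297.2 ± 97.9 in dcl234. TAS1A (AT2G27400) gave 4308 ± 794 and 78.2 ± 2.88 RPM. TAS1B (AT1G50055) gave 389.2 ± 160.8 and 7.45 ± 0.756. TAS2 (AT2G39681) gave 1416 ± 45.0 and 89.2 ± 6.89. TAS3 (AT3G17185) gave 365.3 ± 106.0 and 85.0 ± 9.03. TAS3b (AT5G49615) gave 2.03 ± 1.77 and 0.985 ± 0.367, and TAS4 (AT3G25795) gave 0.819 ± 0.206 and 0.0368 ± 0.0335. The share of 21-nt reads was 11.2% ± 2.15 in Col-0 and 16.5% ± 2.13 in dcl234 (exact permutation p 0.2). Both dcl234 libraries, the lower at 14.996%, lay above the highest Col-0 library at 13.5%.

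**Figure D1:**
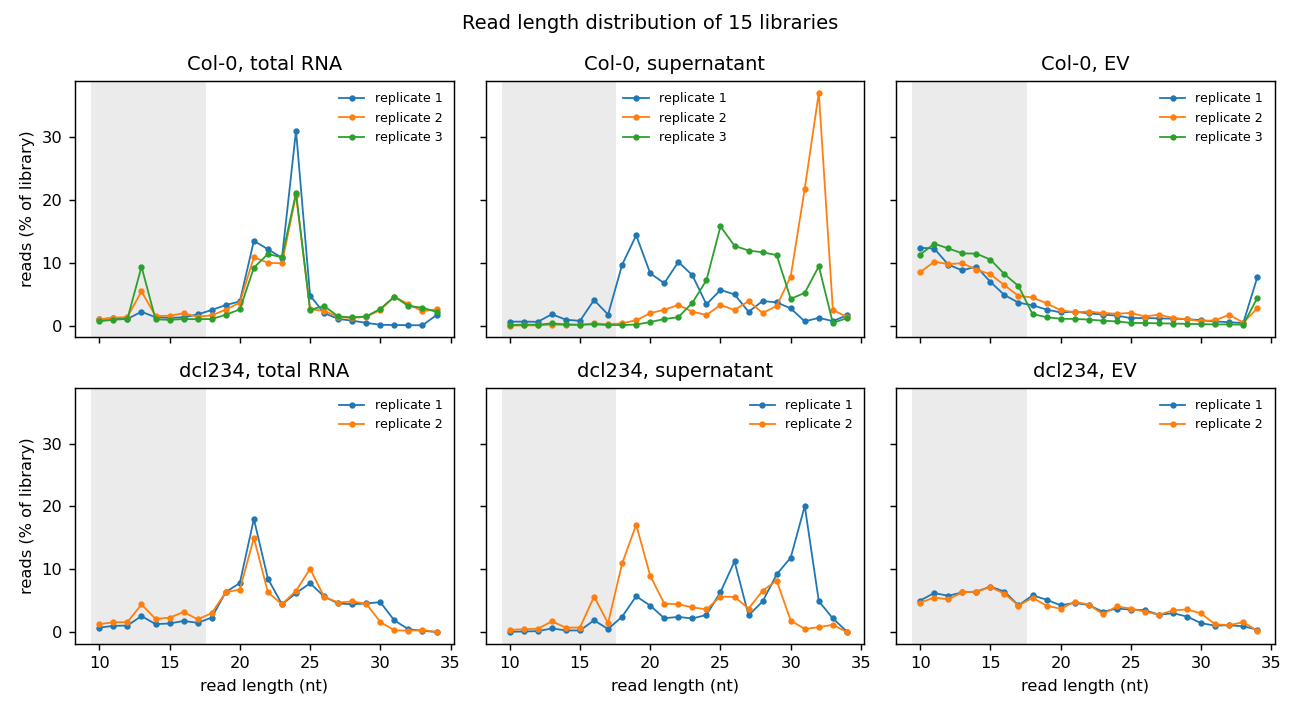
Share of reads (percent of the library, vertical axis) by read length in nt (horizontal axis) for 15 libraries, one line per replicate, with 10 to 17 nt shaded. Total RNA peaked at 24 nt in Col-0 and at 21 nt in dcl234, supernatant replicates differed from each other, and EV libraries were shifted to short reads, with a step between 17 and 18 nt in Col-0 EV replicate 3.

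Tiny RNAs made up 73.2% ± 9.97 (SD, n = 3) of Col-0 EV reads, against 14.5% ± 2.70 (SD, n = 3) in total RNA and 4.80% ± 5.77 (SD, n = 3) in supernatant. In dcl234 the shares were 46.9% ± 1.46 (SD, n = 2) in EV, 15.1% ± 5.12 in total RNA and 7.99% ± 5.51 in supernatant. EV exceeded total RNA by 58.7 points in Col-0 (exact permutation p 0.1, the smallest possible) and by 31.8 points in dcl234 (exact permutation p 0.333, the smallest possible). With both genotypes, permuted within genotype, the difference was 47.95 points (exact permutation p 0.0167, the smallest possible, adjusted p 0.125 over 15 comparisons). With the replicate number as a block, the paired difference was 47.95 points with an exact sign-flip p of 0.0625, the smallest that 5 pairs allow. The alternative that moved the Col-0 difference most was a limit of 15 to 17 nt for tiny RNAs, which gave 15.8 points, and counting each distinct sequence once gave 35.95 points. EV exceeded supernatant by 56.6 points over both genotypes (exact permutation p 0.0167), and with the replicate block the exact sign-flip p was 0.0625. Supernatant minus total RNA was -8.67 points over both genotypes, not past 0.05 by the exact permutation test (p 0.0667), and the paired exact sign-flip p was 0.125. The mean correlation of same-numbered deviations in size profile was -0.144 for EV against total RNA in Col-0 and -0.383 in dcl234, and -0.1185 and -0.385 for EV against supernatant. For supernatant against total RNA it was 0.622 in Col-0 and 0.830 in dcl234. Deviations were centred within groups of 3 and 2, so values for differently numbered libraries are tied to these and are no separate check. In dcl234 the paired EV differences from total RNA were 36.5 and 27.2 points by number, and 29.2 and 34.4 points with the numbers crossed, a pairing added after seeing the data. From supernatant they were 43.88 and 34.03 by number, and 36.1 and 41.8 crossed.

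**Figure D2:**
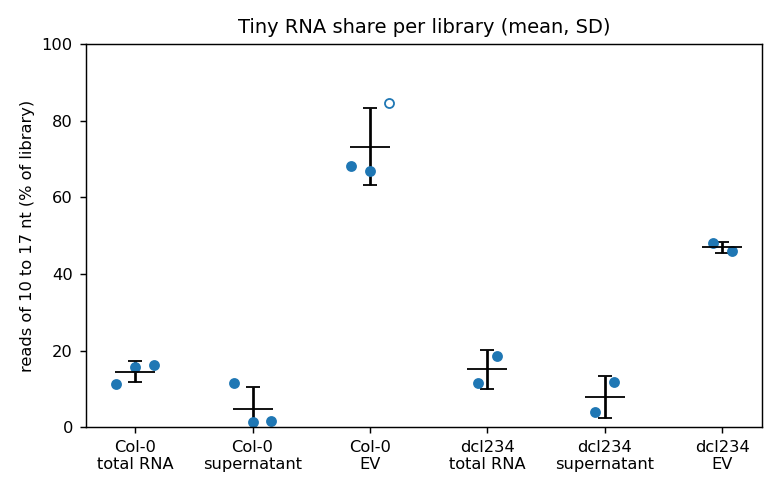
Reads of 10 to 17 nt as a percent of all reads (vertical axis) in each library of the 6 groups (points), with the group mean and SD (bars). All 5 EV libraries sit between 45.9% and 84.7%, above the highest total RNA library at 18.8%. The open point is Col-0 EV replicate 3.

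The file of Col-0 EV replicate 3 was not uniform across read length. It held 3.38 times as many 17-nt as 18-nt reads, whereas this ratio ran from 0.134 to 1.13 in the other 14 libraries. Among its 17-nt sequences with at least 20 reads, log2(reads + 1) correlated more with Col-0 EV 2 (Pearson r 0.871) than with Col-0 EV 1 (r 0.775), across sequences, which are not independent replicates. At 18 nt the order was opposite, with r 0.516 for Col-0 EV 2 and 0.818 for Col-0 EV 1. Its tiny RNA share of 84.7% compares 2 parts of a file that resemble different libraries. The other Col-0 EV libraries had shares of 68.2% and 66.8%. Without this file the EV excess over total RNA was 53.0 points in Col-0 and 42.5 points over both genotypes.

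**Figure D3:**
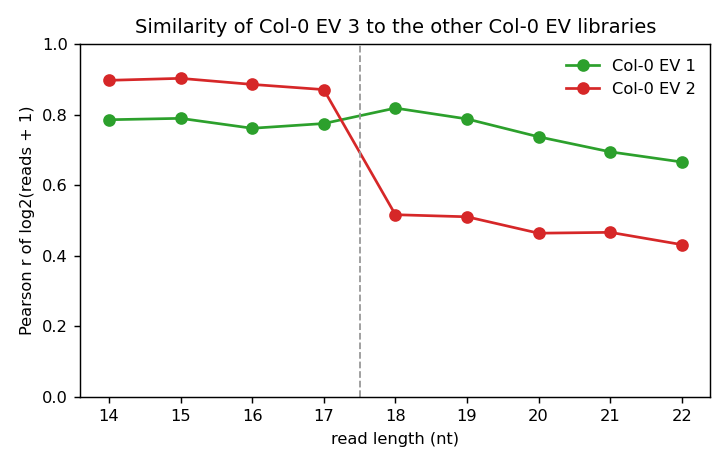
Pearson r of log2(reads + 1) between Col-0 EV replicate 3 and Col-0 EV 1 or 2 (vertical axis) by read length in nt (horizontal axis), over sequences with at least 20 reads in replicate 3. The closer library is EV 2 from 14 to 17 nt and EV 1 from 18 to 22 nt, and the dashed line marks the change.

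The tiny RNA share in EV was 26.3 points lower in dcl234 than in Col-0 (exact permutation p 0.1, the smallest possible; -20.5 points without Col-0 EV 3). With a limit of 15 to 17 nt it was -2.19 points (exact permutation p 0.7). In EV the 24-nt share was 3.95% ± 0.239 in dcl234 and 1.41% ± 0.642 in Col-0, a difference of 2.53 points, opposite in sign to that in total RNA. The 21-nt share was 4.78% ± 0.123 and 1.84% ± 0.643, a difference of 2.94 points (exact permutation p 0.1 for both, adjusted p 0.2). Without Col-0 EV 3 these differences were 2.17 and 2.57 points. These shares are over all reads, of which tiny RNAs were a larger part in Col-0 EV. Over 18 to 26 nt reads the 24-nt share was 10.5% in dcl234 EV and 8.44% in Col-0 EV. The 21-nt share was then 12.7% (range 12.2% to 13.2%) and 11.5% (range 9.63% to 12.45%), so its ranges overlapped. All 9 Col-0 files held reads that start with N and 0 of the 6 dcl234 files did, so a batch marker coincides with genotype, no within-batch comparison could be made, and batch and genotype cannot be told apart. Tiny RNA differences between genotypes were within the spread of other splits in total RNA (0.640 points, exact permutation p 0.9) or in supernatant (3.19 points, exact permutation p 0.5).

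Only part of the EV reads matched the Arabidopsis genome. Of reads of 18 to 26 nt, 16.2% ± 5.56 (SD, n = 3) matched in Col-0 EV, 73.2% ± 3.88 in total RNA and 71.3% ± 2.79 in supernatant. The dcl234 EV value was 29.97% ± 2.74 (SD, n = 2), against 64.7% ± 0.621 in total RNA. The Col-0 EV difference from total RNA was -57.1 points (exact permutation p 0.1). Tiny reads could be assigned only in part, because at 11 nt at least 98.9% of reversed reads matched too.

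**Figure D4:**
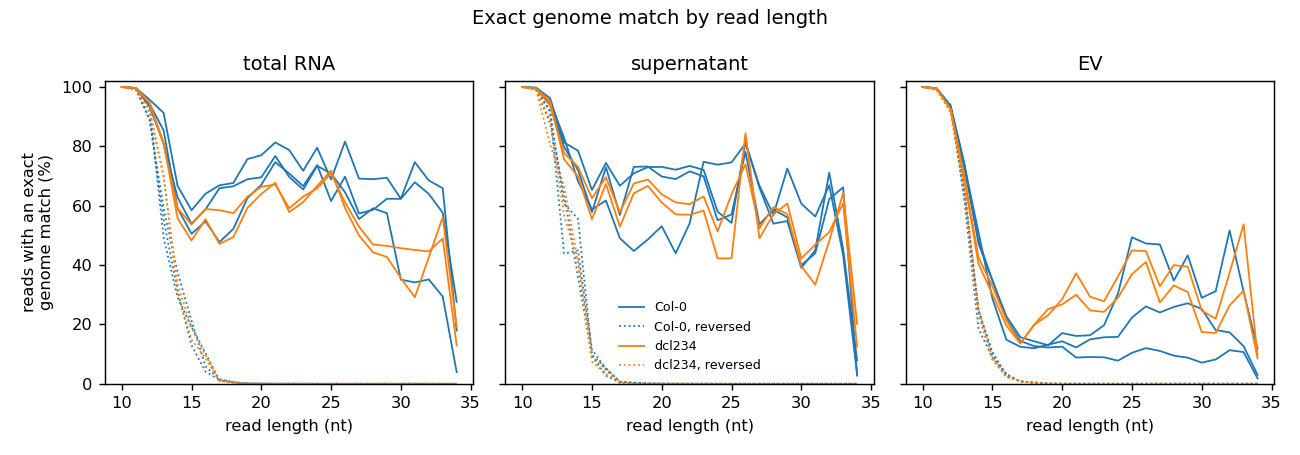
Percent of reads with an exact genome match (vertical axis) by read length in nt (horizontal axis) in the 3 fractions, one line per library, with reversed sequences as dotted lines. At 10 and 11 nt real and reversed reads matched nearly alike, and at 18 to 26 nt EV libraries had lower matched shares than the other fractions.

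Among 18 to 26 nt reads in Col-0, the miRNA share was 0.121% ± 0.134 in EV, 7.31% ± 0.432 in total RNA and 0.512% ± 0.486 in supernatant. Unannotated nuclear sequence made up 0.634% ± 0.508 of EV reads and 27.9% ± 2.22 of total RNA reads. Ribosomal RNA made up 11.3% ± 2.10 of EV reads and 5.87% ± 0.620 of total RNA reads. Each of these EV against total RNA differences had an exact permutation p of 0.1 (adjusted p 0.15 over 54 comparisons; paired exact sign-flip p 0.25, with the size-profile pairing correlation of -0.144). The rRNA difference was not seen in dcl234, with 11.9% ± 0.855 in EV and 12.8% ± 0.0810 in total RNA. The miRNA share (3.16% and 17.0%) and the unannotated share (1.85% and 6.44%) were lower in dcl234 EV too. In Col-0, transfer RNA made up 36.7% ± 28.2 of supernatant reads and 2.89% ± 1.62 of total RNA reads, with a large spread between supernatant replicates. The 21-nt and 24-nt shares in EV were 1.84% ± 0.643 and 1.41% ± 0.642, and their differences from total RNA were -9.38 and -22.9 points (exact permutation p 0.1 for both).

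The most abundant sequence in Col-0 total RNA was AGTTACTAATTCATGATCTGGC, at 34203 ± 8026 RPM (SD, n = 3), which lies in the chloroplast gene ndhB at 141473 to 141494 and at one further place. In Col-0 supernatant it was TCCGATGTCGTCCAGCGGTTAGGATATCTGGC, at 71932 ± 91946 RPM, from the tRNA gene AT1G09110 (chromosome 1, 2939417 to 2939448) and identical copies, 6 places in all. In dcl234 total RNA it was TTCATGGACGTTGATAAGATCTTTC, at 37650 ± 13784 RPM (SD, n = 2), between the chloroplast genes trnA and rrn23S at 104618 to 104642. In dcl234 EV it was AGTTACTAATTCATGATCTGGCAT in ndhB, at 5109 ± 2002 RPM. The most abundant sequence was 14 nt long in Col-0 EV and a 19-nt nuclear rRNA read in dcl234 supernatant.

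Mature miRNAs were compared between fractions in Col-0 with edgeR. In EV against total RNA, 4 of 105 miRNAs passed the threshold, all relatively higher in EV. None of them met the rule for naming. These changes are relative to the other miRNAs: without scaling beyond total reads, 104 of 105 were lower in EV, with a median log2 fold change of -7.72, against -0.84 with TMM. Leaving out 1 library at a time, 0 to 2 passed. With the replicate block 4 passed, and the mean correlation of same-numbered deviations was 0.133. In EV against supernatant 3 of 25 passed, 2 with the replicate block (correlation 0.210). miR166a/b/c/d/e/f/g (TCGGACCAGGCTTCATTCCCC, 7 loci including MIR166a on chromosome 2, 19176241 to 19176261) fell by 1.74 on the log2 scale (SE 0.61, edgeR adjusted p 0.0462). With the replicate block its fall was 1.69 and it did not pass (edgeR adjusted p 0.150), and none of those that passed was lower in EV.

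In supernatant against total RNA 11 of 110 miRNAs passed, 6 relatively higher and 5 lower, and 15 passed with the replicate block (correlation 0.411). Without scaling beyond total reads 109 passed, all lower in supernatant. Under TMM miR845a (chromosome 4, 12217457 to 12217477) rose by 3.39 on the log2 scale (SE 1.07, edgeR adjusted p 0.0203), although it had 0.570 RPM in supernatant and 3.89 in total RNA. miR843 (chromosome 3, 17742147 to 17742167) rose by 3.20 (SE 0.85, edgeR adjusted p 0.00569), with 4.07 and 33.7 RPM. Both reversed without scaling. With the replicate block miR845a did not pass (edgeR adjusted p 0.0901). miR157c-3p (chromosome 3, 6244527 to 6244547) fell by 3.63 (SE 0.86, edgeR adjusted p 0.0018). miR390a-3p and miR168b-3p fell by 3.43 and 2.97.

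For dcl234 against Col-0 in total RNA 17 of 158 miRNAs passed, 6 higher and 11 lower. The balance depended on the fit. Without scaling beyond total reads 22 were higher and 9 lower, and without Col-0 total RNA 1, 23 were higher and 12 lower. In every other fit more were lower than higher. miR822-5p (TGCGGGAAGCATTTGCACATG, chromosome 5, 897287 to 897307) fell by 7.87 on the log2 scale (SE 1.16, edgeR adjusted p 0.000171), from 11.98 ± 8.62 RPM to 0.0826 ± 0.0313. miR5659 (chromosome 5, 16409804 to 16409826) fell by 6.81 (SE 1.04, edgeR adjusted p 0.000171). miR5020b and miR860 rose by 2.98 and 2.81 (edgeR adjusted p 0.0322 and 0.0412). In supernatant 3 of 57 passed, among them miR843, which fell by 5.02. In EV 0 of 79 passed, with 24 at an unadjusted p under 0.05, and 12 to 22 passed when 1 Col-0 EV library was left out. The EV effect differed by genotype for 2 of 137 miRNAs.

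Of 42076 sequences of 20 to 24 nt tested in Col-0 EV against total RNA, 32322 passed the edgeR threshold, 1666 higher and 30656 lower in EV. With the replicate block 0 passed, with 4901 at an unadjusted p under 0.05 (correlation of same-numbered deviations 0.0943), so the call depends on the design. Which sequences passed also changed between fits, while the median log2 fold change over all sequences tested stayed negative (-6.55 in the reported fit, and -4.30, -6.25 and -4.96 in the next 3). Without total RNA library 1, 2 or 3, 7090, 7515 and 6214 were higher and 2904, 2325 and 1670 lower in EV. With a GC correction 2225 of 2481 were higher, and with the GC correction and the replicate block 289 passed, all higher. The GC correction removes each library's median deviation, per GC bin, from the mean over both fractions. It thus also takes out part of the shift between fractions, so these counts do not show an effect of GC content. Without Col-0 EV 3, 51796 passed, 4097 higher and 47699 lower. In the fit of all 6 libraries without these corrections, of the sequences higher in EV 4.62% matched the genome, against 86.6% of those lower. In EV against supernatant 2710 of 5027 passed, and 1495 with the replicate block (correlation 0.144). Without Col-0 EV 1, 2 or 3 in turn, 0, 12233 and 0 passed, with 3212, 12677 and 8129 at an unadjusted p under 0.05. Of 29610 sequences of 10 to 17 nt, 1510 passed in EV against total RNA, 7 higher and 1503 lower, and 2505 with the replicate block (correlation 0.424). Without scaling beyond total reads 25939 were higher, with a median shift that TMM sets near 0 (median log2 fold change 3.61 without scaling and 0.07 with TMM). In EV against supernatant 1879 of 31001 passed, and 706 with the replicate block (correlation 0.142).

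The tiny sequences that the naming rule chose in EV against total RNA were a 10-nt read higher in EV by 3.12 on the log2 scale and a pair of 11-nt reads that fell by 14.2 and 13.9. In EV against supernatant they were unmatched reads of 15 and 17 nt higher by 10.1 and 9.95, an unmatched 16-nt read that fell by 13.3 and a 16-nt tRNA read that fell by 13.1, which did not pass with the replicate block. For dcl234 against Col-0 in total RNA they were unmatched reads of 17 and 16 nt that rose by 4.31 and 3.58, and 17-nt reads of nuclear genes that fell by 12.5 and 11.5. In EV they were an unmatched 14-nt and a 12-nt read that rose by 12.5 and 10.5, and a 12-nt and an unmatched 14-nt read that fell by 10.3 and 10.2, and none of these 4 passed without Col-0 EV 3. Each of these 4 had 0 RPM in 1 genotype. The 11-nt reads had 0 RPM in EV, against 27.2 and 19.4 in total RNA. The 15-nt and 17-nt reads that rose had 0 RPM in supernatant, and the 17-nt reads of nuclear genes had 0 RPM in dcl234. Where a group had 0 RPM, the fitted change gives a direction and not a measured size. The unmatched 16-nt read that fell had 0.417 RPM in EV and 139.9 ± 229.9 (SD, n = 3) in supernatant. The 16-nt tRNA read had 3.72 and 1072 ± 1758 RPM. Both SDs exceeded their means. TMM also enlarges these falls, since the median log2 fold change in EV against supernatant was 5.85 without scaling and 0.774 with TMM.

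For dcl234 against Col-0 the 20 to 24 nt sequences past the threshold numbered 146424 of 186909 in total RNA and 5146 of 17895 in EV. The 10 to 17 nt sequences past it numbered 274 of 27430 in total RNA and 3065 of 51869 in EV. Without Col-0 EV 1, 2 or 3 in turn the EV count was 15067, 505 and 0, with 21342, 10044 and 9949 at an unadjusted p under 0.05. Without Col-0 total RNA 1, 2 or 3 the total RNA count was 0, 926 and 0, with 5711, 3884 and 3759 at an unadjusted p under 0.05.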

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

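The tests in this part were chosen only after the results were seen, except the search for matches with 1 mismatch.

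Most 18 to 26 nt reads of Col-0 EV, 83.8%, had no exact match in the genome, which is data outside the comparisons of annotated small RNAs. If sequencing errors and variants were the cause, unmatched reads would match with 1 mismatch about as often as in total RNA. Over the 5 EV libraries, 24.2% of the unmatched EV reads tested did so, against 79.8% of those tested in total RNA and 3.30% of reversed EV reads. The search covered only part of the unmatched reads, 594597 to 3807673 reads per EV library. Errors thus account for a minor part of the EV reads tested, and the rest were not examined. If reads came from another organism, conserved rRNA of that organism would lie near Arabidopsis rRNA. Of the unmatched 25 to 34 nt EV reads tested, 7.23% lay within 2 to 4 mismatches of Arabidopsis rRNA, against 2.09% in total RNA and 0 among reversed reads. That test covered 3000 sequences of 25 to 34 nt per library, and most of the 18 to 26 nt reads in question are shorter. RNA from other organisms is thus a possible explanation for part of the longer reads tested. Shorter reads were not tested in this way. Which organisms was not determined, and most unmatched reads were placed by neither test.

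Poly-G reads numbered 11699 RPM in Col-0 EV on average, and at most 2.95 RPM in dcl234. They are too few to produce a tiny RNA excess of the size seen, so leaving them out says little: the EV difference from total RNA over both genotypes was then 48.5 points, and the Col-0 EV share 74.1% instead of 73.2%. No biological explanation was tested for them.

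For 2 mature miRNAs, miR161.1 and miR845b, the EV effect differed between genotypes by a test of the interaction. Reads that start with N occurred in 9 of 9 Col-0 files and in no dcl234 file, which marks a possible difference between library or sequencing batches. A batch effect of equal size in EV and total RNA would cancel in this test. The marker occurred in all Col-0 fractions, so it cannot show whether a batch difference produced the pattern. miR845b had 13.8 reads per library on average. Each of the fits without Col-0 EV 1, Col-0 EV 3 or Col-0 total 2 left 0 such miRNAs.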

How the results depend on the processing

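Of 849 alternative values, 456 values of comparisons kept their direction and their side of the threshold, or for counts stayed within 1.5 times the reported count; 53 became weaker, 53 stronger and 18 changed sign. Share tests other than those over both genotypes compare too few libraries to pass the threshold under any alternative. Such shares could only change sign or count as kept, so their part of the 456 does not show that a call was stable. Among named miRNAs and tiny sequences 198 were unchanged, 69 weaker and 2 changed sign. A named sequence has no value where a fit filtered it out or gave no estimate. The cause was not tested for any change below. The higher tiny RNA share of EV kept its sign under every alternative. Without poly-G reads, with 15 to 17 nt among genome-matched reads, and with crossed replicate numbers, the settings were chosen after seeing the data.

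With the replicate block the tiny RNA difference over both genotypes stayed at 47.95 points for EV against total RNA and 56.6 points for EV against supernatant, but the smallest possible exact sign-flip p is 0.0625. With the replicate block the 20 to 24 nt counts were 0 for EV against total RNA (4901 at an unadjusted p under 0.05) and 1495 for EV against supernatant, and the 10 to 17 nt counts were 2505 and 706. For 20 to 24 nt in EV against total RNA, the block with a GC correction gave 289, all higher in EV, and the GC correction alone 2481, of which 2225 were higher, whereas 30656 of the 32322 reported were lower. The correction also removes part of the shift between fractions, so the fewer lower calls do not show an effect of GC content. The median log2 fold change was negative in these fits (-5.62 and -4.55). No paired analysis was possible for dcl234 against Col-0 within a fraction because no label ties a dcl234 library to a Col-0 library. For the EV effect by genotype, replicate numbers within each genotype would allow a block, and that fit was not run.

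Some shares changed sign. The 21-nt share of EV against supernatant was 2.99 points over 18 to 26 nt reads. With each distinct sequence counted once, supernatant against total RNA gave 3.12 points for 21 nt, 0.0130 for miRNA, 2.41 for other nuclear genes and 0.172 for chloroplast, EV against supernatant gave 2.14 for rRNA, and dcl234 against Col-0 gave -1.09 for tiny RNA in total RNA. Without sequences read once, the 21-nt share of dcl234 against Col-0 in supernatant was 0.240. With reads that match at 1 place only, EV against total RNA was -0.591 for tRNA, EV against supernatant 0.269 for rRNA and supernatant against total RNA -0.0548 for rRNA.

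With no scaling beyond total reads, miRNA counts were 104 (EV against total RNA), 0 (EV against supernatant, with 1 at an unadjusted p under 0.05), 109 (supernatant against total RNA), 31, 11 and 70 (dcl234 against Col-0 in total RNA, supernatant and EV) and 55 (EV effect by genotype). The 10 to 17 nt counts were then 26879 (EV against total RNA), 29909 (EV against supernatant) and 988 (genotype, total RNA). miR845a and miR843 in supernatant against total RNA were then -2.70 and -3.04. With RLE the genotype counts were 10 (miRNAs, total RNA), 2 (miRNAs, EV) and 456 (10 to 17 nt, total RNA).

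With DESeq2, miRNA counts were 1 (EV against supernatant), 24 (supernatant against total RNA) and 4 (genotype, EV), and 10 to 17 nt counts were 2694, 2880, 1908 and 6109 for EV against total RNA, EV against supernatant, and genotype in total RNA and EV. With no filter on low counts, miRNA counts were 7 (EV against total RNA), 21 (supernatant against total RNA), 10 (genotype, supernatant) and 20 (genotype, EV). With reads of 20 to 22 nt near the mature end they were 2 (EV against total RNA), 9 (EV against supernatant), 39 (supernatant against total RNA), 14 (genotype, supernatant) and 10 (genotype, EV).

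With a minimum count of 50 fewer sequences were tested. The 20 to 24 nt counts were then 1934 of 6899 (EV against total RNA), 742 of 1068 (EV against supernatant), 29348 of 34196 (genotype, total RNA) and 1390 of 3848 (genotype, EV), against 32322 of 42076, 2710 of 5027, 146424 of 186909 and 5146 of 17895 in the reported fits. The 10 to 17 nt counts were 395 of 9692, 535 of 10350 and 113 of 7314 for EV against total RNA, EV against supernatant and genotype in total RNA, against 1510 of 29610, 1879 of 31001 and 274 of 27430. All 15 libraries in one fit tested 136633 sequences of 20 to 24 nt and 66505 of 10 to 17 nt. For EV against total RNA, EV against supernatant, and genotype in total RNA and EV, the 20 to 24 nt counts were 105067, 35535, 79967 and 8968, the 10 to 17 nt counts 5264, 7052, 463 and 1679, and the miRNA counts 21 (supernatant against total RNA), 7, 8 and 6 (genotype in total RNA, supernatant and EV).

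Leaving out 1 library at a time also changed how many features were tested. It gave miRNA counts from 0 to 2 (EV against total RNA), 0 to 6 (EV against supernatant), 0 to 15 (supernatant against total RNA), 2 to 35, 2 to 8 and 12 to 22 (genotype in total RNA, supernatant and EV) and 0 to 3 (EV effect by genotype). The 20 to 24 nt counts ran from 7884 to 61710 (EV against total RNA, where most were higher in EV without any 1 total RNA library and most were lower without any 1 EV library), 0 to 12233 (EV against supernatant), 98943 to 123141 (genotype, total RNA) and 4129 to 7987 (genotype, EV). The 10 to 17 nt counts ran from 1566 to 2609, 618 to 2863, 0 to 926 and 0 to 15067 in the same order. At an unadjusted p under 0.05, the counts beside each 0 ran from 3 to 19 for miRNAs and from 3212 to 9949 for sequences. Fits that would leave 1 dcl234 library in an arm were not run with edgeR. The tiny RNA difference over both genotypes ran from 42.5 to 52.2 points for EV against total RNA and from 51.1 to 60.8 for EV against supernatant, and from -10.1 to -7.48 for supernatant against total RNA. Ranges crossed 0 for the 21-nt share of EV against supernatant (-2.83 to 0.0210), and for dcl234 against Col-0 in tiny RNA of total RNA (-2.98 to 4.26) and supernatant (-0.709 to 7.08), and in 24-nt (-2.11 to 0.646) and 21-nt shares (-1.25 to 1.59) of supernatant.

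The Col-0 EV libraries held 693, 7081 and 130 miRNA reads. Whether this number limits the miRNA calls in EV was not tested.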

Other observations

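The tests in this part were chosen only after the results were seen, except the other splits of the samples and the miRNA carry-over test, whose reading was set after its values were seen.

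A candidate explanation for the Col-0 EV 3 file is that its reads of up to 17 nt and its longer reads come from different libraries. The read ratio of 3.38 between 17 and 18 nt lay outside the range of the other 14 libraries, 0.134 to 1.13. This ratio is one of the observations that prompted the explanation, and a size cut in the library preparation could give it too, so it does not tell them apart. A size cut was assumed to leave the correlations with the other libraries in order, which was not tested. The gap between these correlations changed by 0.398 from 17 to 18 nt, more than at any other length step tested in any Col-0 library (at most 0.268), although this change had also been seen before the test. Col-0 supernatant 3 also changed its closest library from 17 to 18 nt and again from 18 to 19 nt. The order can thus change in a file for which no join was proposed, and a size cut is not excluded. The files alone do not show whether or how such a join came about, or which part belongs to the sample. No biological explanation was tested.

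The higher tiny RNA share of EV was weighed against technical causes. Without the 10 most abundant sequences the difference over both genotypes was 48.1 points, and without Col-0 EV 3 it was 42.5 points, so neither accounts for it. Reads from another organism could account for part of it. The share of 15 to 17 nt among reads of chloroplast genes and of miRNA loci, which are plant sequences, was compared between EV and total RNA. For these classes, and for nuclear rRNA and tRNA below, the matches of reversed reads were subtracted before the share was taken. This is a weak test, since plant reads can be shorter in EV whether or not other reads are present. For chloroplast reads, 3 of the 5 EV libraries lay above every total RNA library, all from Col-0, and neither dcl234 EV library did (1.79% and 0.953%). One of the 3 is Col-0 EV 3 (47.7%), a share that the step between 17 and 18 nt bears on, and the others are Col-0 EV 1 and 2 (14.5% and 10.6%, against at most 2.27% in total RNA). For miRNA loci only 1 of 5 did, Col-0 EV 3, at 52.9%, with 600 reads before the subtraction. Col-0 EV 1 and 2, at 3.90% and 1.81%, and the dcl234 EV libraries, at 1.60% and 1.45%, did not. For nuclear rRNA all EV libraries, from 32.2% to 79.5%, lay above every total RNA library (at most 13.4%), but rRNA is conserved between organisms. For nuclear tRNA only Col-0 EV 3 did, at 84.3%. The other EV libraries, from 9.65% to 25.7%, lay below the highest total RNA library, at 31.4%. Among genome-matched reads of at least 15 nt, the share of 15 to 17 nt was 54.4% in Col-0 EV and 3.85% in total RNA, and 20.6% and 6.11% in dcl234. The Col-0 EV mean includes Col-0 EV 3, at 83.8%. Of all 15 to 17 nt reads in Col-0 EV 24.3% matched the genome, and rRNA made up 15.2%. In Col-0 EV 1, 12.1%, 3.29% and 0.925% of reads of 15, 16 and 17 nt matched outside rRNA, and 8.82%, 3.36% and 0.752% of reversed reads matched by chance. In the other 4 EV libraries matches outside rRNA at 16 nt, 9.20% to 11.2%, exceeded those of reversed reads, 2.29% to 3.01%. Much of the matched set is thus rRNA or chance matches, so it does not settle a plant origin, and the excess cannot be told apart from RNA of other organisms.

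The lower tiny RNA share of dcl234 EV could reflect the library or sequencing batch, since 9 Col-0 files and no dcl234 file held reads that start with N, and cannot be told apart from it.

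The few miRNA reads in Col-0 EV could be carry-over from total RNA libraries. In Col-0 EV 2, with 7081 miRNA reads, the departure from total RNA proportions was 122.8 chi-square units per degree of freedom, above that of total RNA replicates drawn at the same depth (at most 69.4). In Col-0 EV 1 and 3, with 693 and 130 miRNA reads, it was 12.3 and 3.63, within the range of total RNA replicates (16.9 and 5.24). Each total RNA replicate was drawn once and compared with proportions pooled over all replicates, itself included, which can lower the reference values. Carry-over remains open for Col-0 EV 1 and 3. The test addresses only carry-over of all miRNA reads of a library, so it does not settle Col-0 EV 2 either.

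For each of the 7 edgeR comparisons of Col-0 fractions, 1 of the 4 splits of the 6 libraries that part every same-numbered pair gave as many features past the threshold, the real one. The other 6 splits part only 1 pair. With 4 splits the share cannot fall under 0.05, so the test could not exclude a result of grouping by chance.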
